A study of Mus musculus with 9 samples. Its data were reported in "Neoantigen-specific cytotoxic Tr1 CD4 T cells suppress cancer immunotherapy" (2024).

How the data were processed

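The data are 3 single-cell libraries of CD4 T cells from T3 tumours, 1 per treatment: mice given saline (PBS), mice given a vaccine with a low dose of the mItgb1 peptide (LDVax) and mice given a vaccine with a high dose of it (HDVax). Each library was prepared with the 10x Genomics 5′ chemistry and gave gene expression, T cell receptor (TCR) sequences and counts of 2 antibody tags. Per the study's methods, cells of several mice were pooled in each library, so there was 1 library per group and no replicate. No test between groups, no p-value and no count of changed genes was therefore computed, and no difference could be checked against the spread between mice. The intervals given are 95% intervals and cover counting error only. They are exact for shares (Clopper-Pearson), summed counts (Poisson) and ratios of counts (conditional binomial), and approximate, on the log scale by the Katz method, for ratios of 2 shares.

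The deposited matrices hold raw counts: whole numbers of unique molecular identifiers (UMIs) per gene or antibody tag and cell barcode, with no normalization. Per the file headers they were made with Cell Ranger 6.1.1, and the study's methods give the mouse genome GRCm38 and a barcode filter by Cell Ranger. The deposited TCR tables hold 1 line per assembled receptor contig with its chain, segments, CDR3 sequence and UMI counts. Each matrix has 32285 gene entries. Gene coordinates are from GENCODE vM21 on GRCm38, joined by gene identifier. The study states no total number of cells after its filters. The matrices hold 10555 (PBS), 4818 (LDVax) and 11953 (HDVax) barcodes, of which the study's minimum of 200 genes leaves 10548, 4816 and 11893.

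The labels describe all cells as mItgb1 specific, whereas the study's methods describe a total CD4 fraction and a tetramer-sorted fraction that carried different hashing antibodies and were mixed in equal parts. The antibody tags separate these fractions. The CD90.2 tag marks the tetramer-sorted fraction (called mItgb1-specific cells here) and the TCRβ tag marks the total fraction. A mixture of 2 Gaussians was fitted to log10(tag count + 1) for each tag and library. Barcodes positive for a single tag went to that fraction, barcodes positive for both were treated as doublets, and barcodes positive for neither were left out of the comparisons by fraction. Of the barcodes, 845 in PBS, 365 in LDVax and 992 in HDVax carried both tags, and 230, 46 and 755 carried neither.

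Cells were kept with 200 or more genes and a mitochondrial share under the library's median plus 3 scaled median absolute deviations. The scaling is the usual one that matches the standard deviation of a normal distribution. This is a stand-in for a limit whose value is not given in the sources used here. The limits came to 2.31% in PBS, 2.35% in LDVax and 1.69% in HDVax, and 401, 227 and 497 barcodes were at or above them. A CD4 T cell gate required 2 or more UMIs summed over Cd3d, Cd3e, Cd3g, Trac, Trbc1 and Trbc2. It allowed at most 1 UMI over Cd8a and Cd8b1, and at most 5 over the non-T markers Lyz2, C1qa, C1qb, C1qc, Csf1r, Cd79a, Ms4a1, Col1a1, Col3a1, Sparc and Dcn. This gate excluded 432, 260 and 823 barcodes. Doublets were barcodes with both tags, barcodes with 2 or more productive TCR beta (TRB) chains of different CDR3 nucleotide sequence (266, 83 and 194), or barcodes with the highest share of simulated doublets among their neighbours, called at 0.8% per 1000 barcodes (891, 186 and 1143). By any of these criteria 1513, 514 and 1810 barcodes were doublets. After all filters 8344, 3899 and 9139 cells were kept, of which 183, 41 and 459 had neither tag.

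Marker gates were applied at equal depth. Each cell was thinned at random to 2000 UMIs, and cells with fewer were left out: 566 of the mItgb1-specific cells in PBS, 132 in LDVax and 1402 in HDVax, and 1742, 414 and 2714 of the total fraction. A Gzmb/Ccl5 cell had 1 or more UMI of Gzmb and of Ccl5 and none of Foxp3. A Foxp3 cell had 1 or more UMI of Foxp3. A Cxcr5/Bcl6 cell had 1 or more UMI of Cxcr5 or Bcl6 and none of Foxp3. These gates stand in for the study's classes, whose cell labels were not used here. The background of each gate was its share in a class defined by the genes of another gate: Cxcr5/Bcl6 cells for the first, cells with Gzmb and Ccl5 for the second and Gzmb/Ccl5 cells for the third. For the first gate, the Cxcr5/Bcl6 cells, the non-T barcodes of HDVax without a TRB chain and the cells of clusters over 70% from PBS other than the Treg-like one were chosen after the results were seen, as was the comparison of Foxp3 between clusters. One background and 1 gene list set in advance are not reported here.

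For summed expression, UMIs were added over all kept cells of a fraction and given as CPM, the gene's UMIs scaled to a common total over the UMIs of genes other than mitochondrial, ribosomal protein and TCR variable segment genes. Ratios are log2 ratios of CPM, and a count of 0 is set against a floor of 3 counts. Median log2 ratios of gene lists written beforehand were ranked among 10000 random lists matched on mean expression in 50 bins, as a percentile. The lists used genes with 200 or more UMIs summed over both libraries. They are lists for Treg, TFH, cytotoxic, TH1 or helper, recent activation, interferon, proliferation and growth genes, IL-2 signalling, the genes named by the study, and CD8 T, macrophage, B and tumour or fibroblast genes. The cytotoxic, Treg, TFH and TH1 or helper lists share 7 of 11, 2 of 7, 2 of 8 and 7 of 9 genes with those named by the study, which were chosen on these libraries, so their values are not independent evidence.

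The genes named in the text follow a rule: (a) the 40 genes whose transcripts the study's text discusses for these libraries; (b) for each pair of libraries, in mItgb1-specific cells, the 5 genes with the highest and the 5 with the lowest log2 ratio among genes with 200 or more UMIs in the pair, without TCR, immunoglobulin, mitochondrial, ribosomal protein, Gm-numbered, Rik and haemoglobin genes; (c) the TRB variable segment used by most cells of each library and fraction; (d) the sex-linked genes Xist, Ddx3y and Eif2s3y as a check of the labels. Marker genes of the lists and leading genes of clusters are named where a list or cluster is described. Genes named elsewhere were chosen after their values were seen.

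The mItgb1-specific cells of the 3 libraries were clustered on log1p counts per 10000, with 2000 variable genes that exclude every list gene, every gene named by parts (a) and (b), and TCR, immunoglobulin, mitochondrial and ribosomal genes. The steps were 20 principal components, a graph of 20 nearest neighbours and Leiden clustering at resolution 0.6, without integration of the libraries. Clusters are given by number. A cluster is called after a list ("Treg-like") only where 3 or more of the list's genes with at least 10 UMIs were over 1.5-fold above the other cells and 1 or more of them was among its 10 leading genes. A clonotype is a set of productive TRA and TRB CDR3 nucleotide sequences, in cells with 1 or more TRA and exactly 1 TRB chain. Shares of cells in the 10 largest clonotypes are means of 1000 draws of equal numbers of cells. For clonotypes shared between classes, class labels were also shuffled 200 times over the cells with a clonotype.

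The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and Seurat 5.3.0. The calculation of the intervals was tested on simulated Poisson counts, the model the intervals assume, with 200 genes changed by a known amount. Coverage near 95% was therefore set in advance, and the test cannot show whether the real counts follow that model. The intervals held the true ratio for 95.7%, 95.4% and 95.5% of 8159, 8922 and 8295 genes in the 3 pairs, and all 200 changed genes were called in the right direction in each pair. A simulated list of 10 raised genes ranked at percentile 100 in each pair, and lists of 10 unchanged genes at 22.6, 17.0 and 9.04. Thinning was checked on 467 deep PBS cells: their share with Ccl5 was 30.0% at full depth and 24.0% after a first random thinning, and 19.9% and 20.3% once both were brought to 2000 UMIs.

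Groups, comparisons, filters, gates, lists, the rule for named genes and all alternatives except 1 were chosen before the data were examined. For the gates the alternatives were thinning to 1000 UMIs, no thinning, 2 or more UMIs per gene without thinning, 500 genes with a mitochondrial share under 5%, doublets kept (other than barcodes with both tags), the fraction given by the larger scaled tag, exactly 1 productive TRB chain in place of the marker gate, and every clonotype counted once. One was added later: leaving out cells whose clonotype was also found in another library. For summed expression and lists they were CPM over all genes, trimmed-mean (TMM) scaling by edgeR, the mean over cells of counts per 10000, doublets kept, the larger scaled tag, and a minimum of 50 or 500 UMIs (for lists, no minimum and a pseudocount of 0.5). For clusters they were resolutions 0.3 and 1, marker genes kept, and SCTransform with anchor integration in Seurat. The study also used SCTransform and anchor integration, in another Seurat version and on whole samples. Here only the mItgb1-specific cells were clustered, and the list and named genes stayed out of the integrated clustering too. This alternative is therefore not a rerun of the study's clustering. For clonotypes the alternatives were TRB alone, no equal numbers of cells, the largest clonotype left out, classes by unthinned UMIs, and TRB amino acid sequences with V and J segments between libraries. Barcodes with neither tag were left out of all comparisons because their fraction is unknown. Other experiments of the study, such as flow cytometry and tumour growth, were not analysed here.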

Results

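T3 is a mouse sarcoma line induced by methylcholanthrene, and mItgb1 is a mutated integrin peptide of that tumour presented on MHC class II. Tumour-bearing male mice received saline (PBS) or a vaccine of synthetic long peptides with a low (1.5 ng, LDVax) or a high (15 µg, HDVax) amount of mItgb1, on day 6 after tumour implantation. CD4 T cells were taken from the tumours 7 days later, and 1 single-cell library was made per treatment. Per the study, both vaccines also held MHC class I peptides of the tumour and the adjuvant poly-ICLC, which saline lacks. A difference from PBS can therefore not be credited to mItgb1 alone. The library held 39207721 UMIs over 10555 barcodes in PBS, 18809369 over 4818 in LDVax and 35691295 over 11953 in HDVax, with medians of 2842, 3335.5 and 2103 UMIs and of 1328, 1482 and 1062 genes per barcode. After filtering, the mItgb1-specific fraction held 3320 PBS, 1717 LDVax and 3489 HDVax cells, and the total fraction held 4841, 2141 and 5191. There was no replicate of any group, so differences were not checked against the variation between mice or libraries, and intervals cover counting error only. Values over the 3 libraries are given in the order PBS, LDVax, HDVax unless the text says otherwise.

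The fractions were well separated by their tags. The median count of the CD90.2 tag was 3474, 4351 and 1856 in mItgb1-specific cells and 17, 20 and 59 in the total fraction. The median count of the TCRβ tag was 109, 377 and 150 in the total fraction and 1, 4 and 1 in mItgb1-specific cells. Among cells assigned to a fraction, the mItgb1-specific share was 40.7% (39.6 to 41.8), 44.5% (42.9 to 46.1) and 40.2% (39.2 to 41.2). Assigning each cell by its larger scaled tag gave the same fraction for 99.8%, 100% and 99.8% of cells, and raised the HDVax share to 42.8%. As a check of the labels, Xist had 2, 1 and 0 UMIs in the mItgb1-specific cells, whereas the Y-linked gene Ddx3y had 44.1, 50.02 and 47.5 CPM and Eif2s3y 109, 118 and 108 CPM, as cells of male mice would give.

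The first comparison asks which CD4 T cells the high-dose vaccine induces, through the share of cells with Gzmb and Ccl5 transcripts and without Foxp3. At equal depth, 93 of 2754 mItgb1-specific cells in PBS were Gzmb/Ccl5 cells (3.38%; 2.73 to 4.12), 193 of 1585 in LDVax (12.2%; 10.6 to 13.9) and 566 of 2087 in HDVax (27.1%; 25.2 to 29.1). The cells left out for having under 2000 UMIs numbered 566, 132 and 1402, and without thinning the shares over all cells were 4.31%, 16.5% and 29.2%. The HDVax share was 2.23 times that of LDVax (1.92 to 2.59) and 8.03 times that of PBS (6.50 to 9.93), and the LDVax share was 3.61 times that of PBS (2.84 to 4.58). The alternative that moved the ratio of HDVax to PBS most was a gate on exactly 1 productive TRB chain in place of the marker genes, which gave 12.9. For comparison, among Cxcr5/Bcl6 cells, as a class defined by other genes, the gate held 1 of 219 PBS cells (0.457%), 4 of 131 LDVax cells (3.05%) and 7 of 50 HDVax cells (14.0%; 5.82 to 26.7), the HDVax interval overlapping that of the share itself. The median depth was 4462, 4002 and 2807 UMIs in those cells and 2663, 3853 and 2506 in the Gzmb/Ccl5 cells. In HDVax barcodes of non-T cells without a TRB chain, which should lack Gzmb, the gate held 10.8% without thinning (35 of 323; 7.66 to 14.7), at a median of 10152 UMIs against 2186 in the mItgb1-specific cells. In cells of clusters 2 and 4, which are described below and came mostly from PBS, the gate held 8 of 2079 PBS cells (0.385%), 4 of 54 LDVax cells (7.41%; 2.06 to 17.9) and 2 of 146 HDVax cells (1.37%; 0.166 to 4.86), at median depths of 4025, 4366 and 3954 UMIs against 3494, 4038 and 2581 in the other clusters. The LDVax interval includes the LDVax share. In the total fraction the shares were 3.87% (3.22 to 4.61), 7.41% (6.22 to 8.75) and 20.2% (18.6 to 21.8), and the ratios were 2.72 (2.27 to 3.27) for HDVax to LDVax, 5.21 (4.30 to 6.32) for HDVax to PBS and 1.91 (1.50 to 2.44) for LDVax to PBS.

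**Figure D1:**
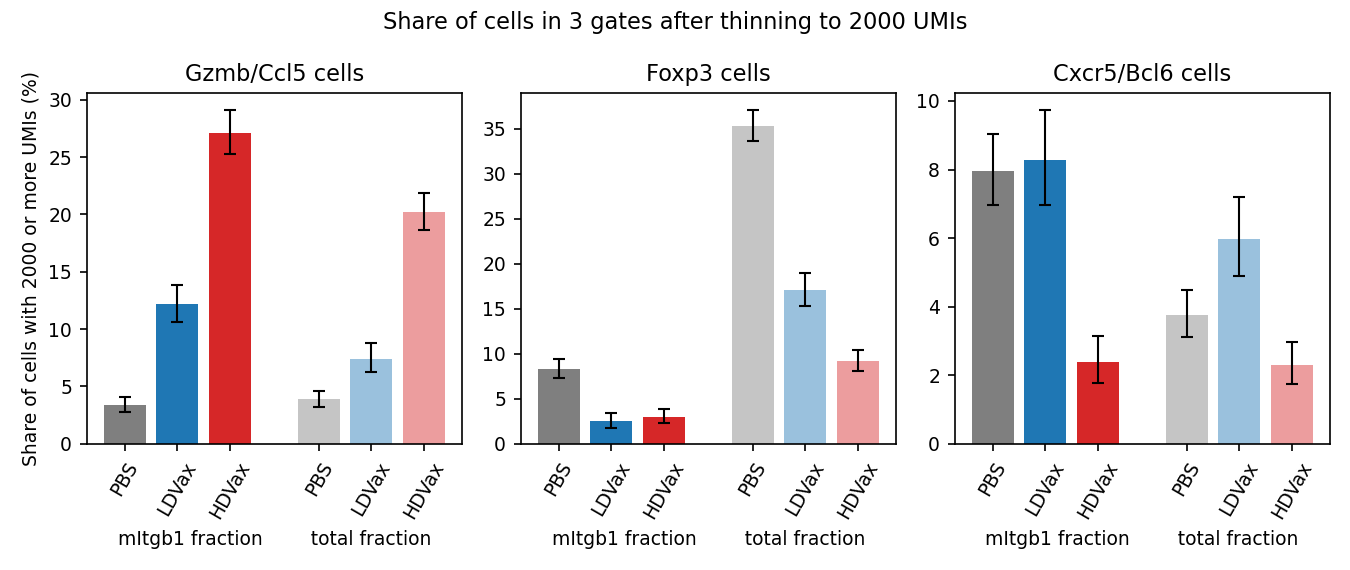
Share of cells (%) in the Gzmb/Ccl5, Foxp3 and Cxcr5/Bcl6 gates by library after thinning to 2000 UMIs, with dark bars for mItgb1-specific cells, pale bars for the total fraction and exact 95% binomial intervals. In mItgb1-specific cells the Gzmb/Ccl5 share was 3.38% in PBS, 12.2% in LDVax and 27.1% in HDVax.

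The second comparison asks whether cells with regulatory or follicular helper features become rarer after vaccination. Foxp3 was found in 229 of 2754 mItgb1-specific cells in PBS (8.32%; 7.31 to 9.41), 40 of 1585 in LDVax (2.52%; 1.81 to 3.42) and 63 of 2087 in HDVax (3.02%; 2.33 to 3.85), or 11.6%, 2.85% and 3.27% without thinning. The share was 0.363 times that of PBS in HDVax (0.276 to 0.477) and 0.304 times that of PBS in LDVax (0.218 to 0.422), and HDVax and LDVax were not distinguishable at this depth (ratio 1.20; 0.809 to 1.77). Counting every clonotype once moved these most, to 0.484 for HDVax to PBS and 0.445 for LDVax to PBS. In cells with Gzmb and Ccl5 the share with Foxp3 was 41.1% (65 of 158), 5.39% (11 of 204) and 3.08% (18 of 584), at median depths of 3081, 3847 and 2521 UMIs against 3913, 3179.5 and 3258 in the Foxp3 cells. Foxp3 was not spread evenly over the cells, as free RNA would be. In the Treg-like cluster described below it was found in 61.8% (191 of 309), 63.8% (30 of 47) and 61.0% (47 of 77) of cells, and in the other clusters in 1.55% (1.10 to 2.13), 0.650% (0.312 to 1.19) and 0.796% (0.456 to 1.29). The median depths were 4020, 3177 and 3150 UMIs in that cluster and 3929, 4064 and 2620.5 in the others. The LDVax and HDVax shares are therefore not read as background alone. In the total fraction 35.4% (33.7 to 37.1), 17.1% (15.3 to 18.9) and 9.25% of cells had Foxp3, a ratio of 0.261 (0.229 to 0.298) for HDVax to PBS, 0.483 for LDVax to PBS and 0.541 (0.461 to 0.636) for HDVax to LDVax.

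The Cxcr5/Bcl6 gate held 7.95% (6.97 to 9.03), 8.26% (6.96 to 9.73) and 2.40% (1.78 to 3.15) of mItgb1-specific cells, or 13.0%, 15.3% and 2.87% without thinning. The HDVax share was 0.301 times that of PBS (0.223 to 0.407) and 0.290 times that of LDVax (0.211 to 0.399), whereas LDVax and PBS were not distinguishable at this depth (ratio 1.04; 0.845 to 1.28) and LDVax was higher without thinning (1.18; 1.03 to 1.36). Requiring 2 or more UMIs per gene moved the HDVax ratios most, to 0.0865 and 0.0671. In Gzmb/Ccl5 cells the gate held 1.08% (1 of 93; 0.0272 to 5.85), 2.07% (4 of 193; 0.568 to 5.22) and 1.24% (7 of 566; 0.499 to 2.53), at median depths of 2663, 3853 and 2506 UMIs against 4462, 4002 and 2807. The PBS and LDVax shares lie above the intervals of that reference and the HDVax interval overlaps its own. Cells other than follicular helper cells can carry these transcripts, so the shares are not read as shares of follicular helper cells. In the total fraction the shares were 3.74%, 5.96% and 2.30%, with a ratio of 1.59 for LDVax to PBS (1.23 to 2.06).

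Summed over the mItgb1-specific cells, 11036079, 6018173 and 7027267 UMIs entered the CPM. Granzyme B (Gzmb, ENSMUSG00000015437; protein coding; chromosome 14, 56258838 to 56262260) stood at 520 CPM (506 to 533), 478 (461 to 496) and 1014 (991 to 1038). Its log2 ratio was 1.08 (1.02 to 1.15) for HDVax over LDVax and 0.97 (0.91 to 1.02) for HDVax over PBS, and fell by 0.12 from PBS to LDVax. The chemokine gene Ccl5 (ENSMUSG00000035042; protein coding; chromosome 11, 83525778 to 83530518) stood at 746 (730 to 762), 3354 (3308 to 3401) and 7383 (7320 to 7447) CPM, with log2 ratios of 1.14 (1.11 to 1.16) for HDVax over LDVax, 3.31 (3.27 to 3.34) for HDVax over PBS and 2.17 (2.13 to 2.21) for LDVax over PBS. Giving every cell the same weight moved this gene most, to 2.75 for HDVax over PBS and 1.46 for LDVax over PBS. Il10 (ENSMUSG00000016529; protein coding; chromosome 1, 131019845 to 131024974) stood at 21.0 (18.4 to 23.9), 69.0 (62.5 to 75.9) and 135 (127 to 144) CPM, a log2 ratio of 0.97 (0.81 to 1.14) for HDVax over LDVax and 2.69 (2.48 to 2.90) for HDVax over PBS. Maf (ENSMUSG00000055435; protein coding; chromosome 8, 115682942 to 115707794) followed the same order with 321, 577 and 1088 CPM. In the total fraction, Gzmb stood at 1082, 753 and 1010 CPM and Ccl5 at 527, 2189 and 6170, so Gzmb was not higher in HDVax than in PBS there.

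Foxp3 (ENSMUSG00000039521; protein coding; chromosome X, 7573644 to 7595245) stood at 84.99 (79.6 to 90.6), 22.6 (19.0 to 26.7) and 42.7 (38.0 to 47.8) CPM. Its log2 ratio was -0.99 (-1.19 to -0.80) for HDVax over PBS, -1.91 (-2.18 to -1.65) for LDVax over PBS and 0.92 (0.62 to 1.22) for HDVax over LDVax. The difference between HDVax and LDVax in CPM was therefore wider than in the share of cells with Foxp3. Bcl6 (ENSMUSG00000022508; protein coding; chromosome 16, 23965052 to 23988852) stood at 43.2 (39.4 to 47.3), 51.7 (46.1 to 57.8) and 8.11 (6.14 to 10.5) CPM, with log2 ratios of -2.41 (-2.84 to -2.02) for HDVax over PBS, -2.67 (-3.11 to -2.26) for HDVax over LDVax and 0.26 (0.05 to 0.47) for LDVax over PBS. Cxcr5 fell by 0.82 from PBS to HDVax and by 0.21 from PBS to LDVax, and the latter became a rise of 0.04 with every cell weighted the same. In the total fraction Foxp3 stood at 407, 211 and 95.3 CPM, Il10 at 21.0, 41.6 and 47.2 and Bcl6 at 20.9, 34.9 and 10.1.

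**Figure D2:**
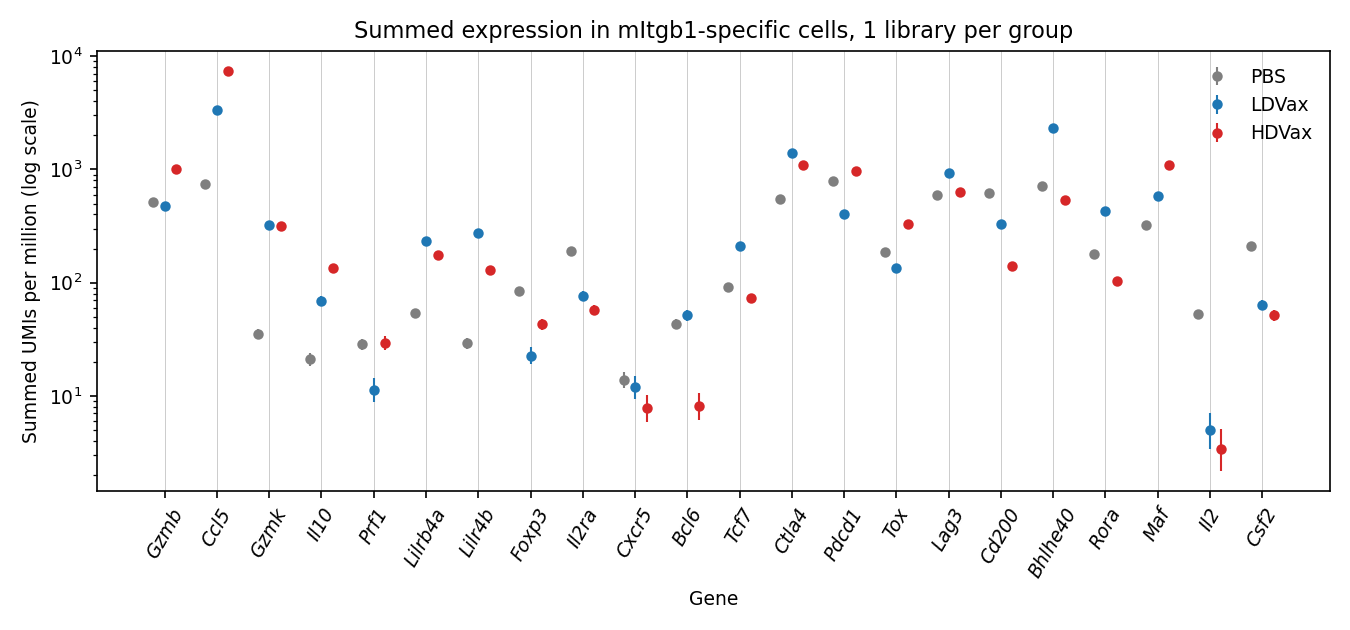
Summed expression (CPM, logarithmic axis) of genes the text names in mItgb1-specific cells of each library, 1 library per group, with exact 95% Poisson intervals. Ccl5 rose from 746 in PBS to 3354 in LDVax and 7383 in HDVax, whereas Bcl6 was lowest in HDVax at 8.11.

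Other genes the study discusses moved in several ways. Inhibitory receptor genes did not move together. From LDVax to HDVax, Pdcd1 (log2 ratio 1.28), Tox (1.31), Vsir (0.57) and Entpd1 (0.44) were higher, and Ctla4 (-0.36), Lag3 (-0.57), Havcr2 (-0.80), Cd200 (-1.21) and Tigit (-0.19) were lower. From PBS to HDVax, Ctla4 (0.997), Tox (0.82), Vsir (0.85), Tigit (0.57), Entpd1 (1.23) and Pdcd1 (0.31) were higher and Cd200 (-2.13) and Havcr2 (-0.43) lower, and Lag3 changed from 0.08 to -0.19 when every cell had the same weight. Among cytokine genes, Ifng (-0.50) and Tnf (-0.68) were lower in HDVax than in LDVax, as were Csf2 (-0.31) and Tgfb1 (-0.68). Il2 had 585, 30 and 24 UMIs, or 53.0, 4.98 and 3.42 CPM, with -3.96 (-4.61 to -3.37) for HDVax over PBS. The immunoglobulin-like receptor genes Lilrb4a (53.6, 235 and 174 CPM) and Lilr4b (29.3, 276 and 128 CPM) were above PBS after both vaccines. They are neighbouring paralogs, so their separate values are uncertain. Gzmk rose by 3.17 from PBS to HDVax and 3.20 from PBS to LDVax, and between both vaccines its ratio of -0.03 changed sign under CPM over all genes (0.01). Prf1 was 1.37 higher in HDVax than in LDVax, and its ratio of 0.03 to PBS fell to -0.09 with every cell weighted the same. Sema4a was 0.47 higher in HDVax than in LDVax, and its ratio of 0.25 to PBS likewise became -0.23.

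Bhlhe40 (ENSMUSG00000030103; protein coding; chromosome 6, 108660629 to 108666925) stood at 712 (696 to 728), 2330 (2292 to 2369) and 534 (517 to 551) CPM, a log2 ratio of -2.13 (-2.18 to -2.07) for HDVax over LDVax. Rora (-2.07), Tcf7 (-1.54), Cd28 (-1.01), Stat5b (-0.73), Tnfsf8 (-0.52), Il2ra (-0.41) and Nfatc3 (-0.39) were also lower in HDVax than in LDVax, whereas Nfatc2 (0.37) and Nfatc1 (0.14) were higher and Cd40lg was not distinguishable (0.10; -0.02 to 0.23). Against PBS, HDVax was higher for Nfatc1 (0.36), Nfatc2 (0.74), Nfatc3 (0.46), Stat5b (0.20) and Cd28 (0.12) and lower for Rora (-0.81), Tnfsf8 (-0.76), Cd40lg (-0.41) and Tcf7 (-0.33). Itga2 had 16, 14 and 16 UMIs. Il5 had 12 UMIs in PBS and none in the vaccinated libraries, whose floors of 3 counts are 0.498 CPM in LDVax and 0.427 in HDVax, and Il27 had a single UMI, in LDVax.

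By size of difference between HDVax and LDVax, the genes with the highest ratios among 6850 were Spp1, Angptl2 (log2 ratio 2.80), Serpinf1 (2.44), Fgl2 (2.42) and Cd86 (2.26). Spp1 (ENSMUSG00000029304; protein coding; chromosome 5, 104435118 to 104441050) stood at 353, 7.48 and 88.2 CPM, a log2 ratio of 3.56 (3.12 to 4.03) for HDVax over LDVax, and was lower in HDVax than in PBS (-1.999). The lowest were Ccr7, Slc17a6 (-3.39), Rbm47 (-3.26), Ctla2b (-3.08) and Bace2 (-3.00). Ccr7 (ENSMUSG00000037944; protein coding; chromosome 11, 99144196 to 99155077) stood at 204, 467 and 26.9 CPM, a log2 ratio of -4.12 (-4.34 to -3.91). A minimum of 500 UMIs in place of 200 left 2 of the 5 highest and 1 of the 5 lowest genes of this pair.

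Between HDVax and PBS the highest ratios among 7751 genes were those of Esm1 (3.37), Ccl5 (3.31), Gzmk (3.17), Cd7 (3.16) and Socs3 (2.85). Esm1 (chromosome 13, 113209659 to 113218098) lies within the span of Gzmk (113171608 to 113225908) on the opposite strand, so the 2 values may not be separate measurements. The lowest were Gzmf, Gzmc, Stfa3, Pla2g4f (-4.76) and Serpinb9b (-4.67). Gzmc (ENSMUSG00000079186; protein coding; chromosome 14, 56231441 to 56234656) stood at 105, 28.4 and 2.28 CPM (-5.53; -6.35 to -4.83). Gzmf (ENSMUSG00000015441; protein coding; chromosome 14, 56205263 to 56211417) stood at 38.2, 1.99 and 0.427 CPM, the last from 3 UMIs (-6.48; -8.77 to -4.93). Gzmb, Gzmc, Gzmf and Gzme are paralogs, and reads shared between them were not resolved here. Stfa3 had 229, 0 and 4 UMIs, or 20.8 CPM in PBS and 0.569 in HDVax (-5.19; -7.08 to -3.81), with a floor of 0.498 in LDVax.

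Between LDVax and PBS the highest ratios among 7619 genes were those of Esm1 (3.50), Cxcr4 (3.49), Lilr4b (3.24), Gzmk (3.20) and Vps37b (3.09). The lowest were Stfa3 and 4 genes with few UMIs in LDVax. Il13 had 200 UMIs in PBS and 1 in LDVax (-6.77; -12.08 to -4.27), Gzme 331 and 2 (-6.50; -9.55 to -4.63), Pdzk1ip1 478 and 3 (-6.44; -8.72 to -4.89) and Slc16a11 593 and 4 (-6.34; -8.22 to -4.97). For Il13 the ratio of HDVax over LDVax, 7.28 (4.79 to 12.60), became 3.62 with every cell weighted the same, the largest move of any named gene, and that of HDVax over PBS changed from 0.52 to -1.28.

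Gene lists gave the following median log2 ratios in mItgb1-specific cells. The cytotoxic list rose by 0.48 from LDVax to HDVax, by 1.70 from PBS to HDVax and by 1.32 from PBS to LDVax, each at percentile 100 of matched random lists. The Treg list stood at -1.18 for HDVax over PBS and -1.44 for LDVax over PBS, both at percentile 0, and at 0.30 (percentile 98.0) for HDVax over LDVax, which became -0.16 with every cell weighted the same. The TFH list stood at -0.22 (27.4) for HDVax over PBS, 0.37 (95.5) for LDVax over PBS and 0.17 (80.5) for HDVax over LDVax, which became -0.19 with no minimum count. The genes named by the study, of which 19 of 40 are also in the cell type lists, stood at -0.36 (0), 0.12 (99.5) and 0.29 (99.95) for HDVax over LDVax, HDVax over PBS and LDVax over PBS, and the second became -0.092 with every cell weighted the same. In the same order, IL-2 signalling, which shares 3 of its 35 genes with those named by the study, gave -0.18 (1.94), 0.08 (96.0) and 0.19 (97.95). The TH1 or helper list gave -0.51 (0.12), -0.42 (1.23) and 0.02 (65.3). The following lists share no gene with those named by the study. Recent activation gave -0.17 (17.8), -0.23 (21.3) and -0.40 (6.05), interferon 0.16 (74.9), 1.37 (100) and 1.05 (99.5), and growth -0.36 (2.36), -0.45 (1.41) and -0.32 (14.4). Proliferation gave 1.08 (100), -0.06 (43.2) and -1.20 (0).

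Lists of other cell types had at most 1 gene above the minimum in any pair and have values only with no minimum, where the median over all genes was -0.13 for LDVax over PBS. The macrophage list gave 1.82 (99.7), 0.94 (98.3) and -0.65 (28.6), the B cell list 2.10 (96.9), 1.17 (94.5) and -0.71, and the tumour or fibroblast list 1.97 (92.4), 2.85 (99.0) and 0.08 (75.4). The CD8 T list gave -0.53 (42.9) for HDVax over PBS and -1.03 (7.94) for LDVax over PBS. These ratios rest on low levels: Lyz2, the most abundant macrophage gene, stood at 3.35, 2.82 and 15.8 CPM.

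Clustering of the 8526 mItgb1-specific cells without marker genes gave 8 clusters. Clusters 0 to 4 came mostly from 1 library each: cluster 0 held 4.37%, 4.02% and 44.3% of the cells of PBS, LDVax and HDVax, cluster 1 held 7.17%, 6.99% and 39.3%, cluster 2 held 41.8%, 1.81% and 2.61%, cluster 3 held 1.63%, 77.5% and 2.15%, and cluster 4 held 25.8%, 1.57% and 1.95%. Clusters 5, 6 and 7 were smaller, with 530, 406 and 181 cells. In 6 of the 8 clusters, with 93.1% of cells, over 70% of the cells came from 1 library, so these clusters may stand for a library and not for a cell type. Under anchor integration in Seurat, which moved this result most, 0% of cells lay in such clusters. Cluster 0 was cytotoxic-like (8 of 11 list genes above the other cells), cluster 4 TFH-like (5 of 8) and cluster 5 Treg-like (6 of 7). Clusters 2, 3 and 6 took no name, and the cells of cluster 6 had a median of 968 UMIs. In cluster 1 all 6 interferon genes were above the other cells, and in cluster 7 all 6 proliferation genes were, at a median of 7743 UMIs. The Treg-like cluster held 11.3%, 2.91% and 3.01% of cells, a ratio of 0.266 (0.216 to 0.329) for HDVax to PBS and 0.258 (0.193 to 0.344) for LDVax to PBS. With integration the Treg-like cluster held 9.58%, 5.77% and 5.10%, and the ratios were 0.533 and 0.602. Gzmb/Ccl5 cells made up 32.0% of cluster 0, 23.8% of cluster 1 and 11.8% of cluster 3, and Foxp3 cells made up 61.9% of cluster 5.

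**Figure D3:**
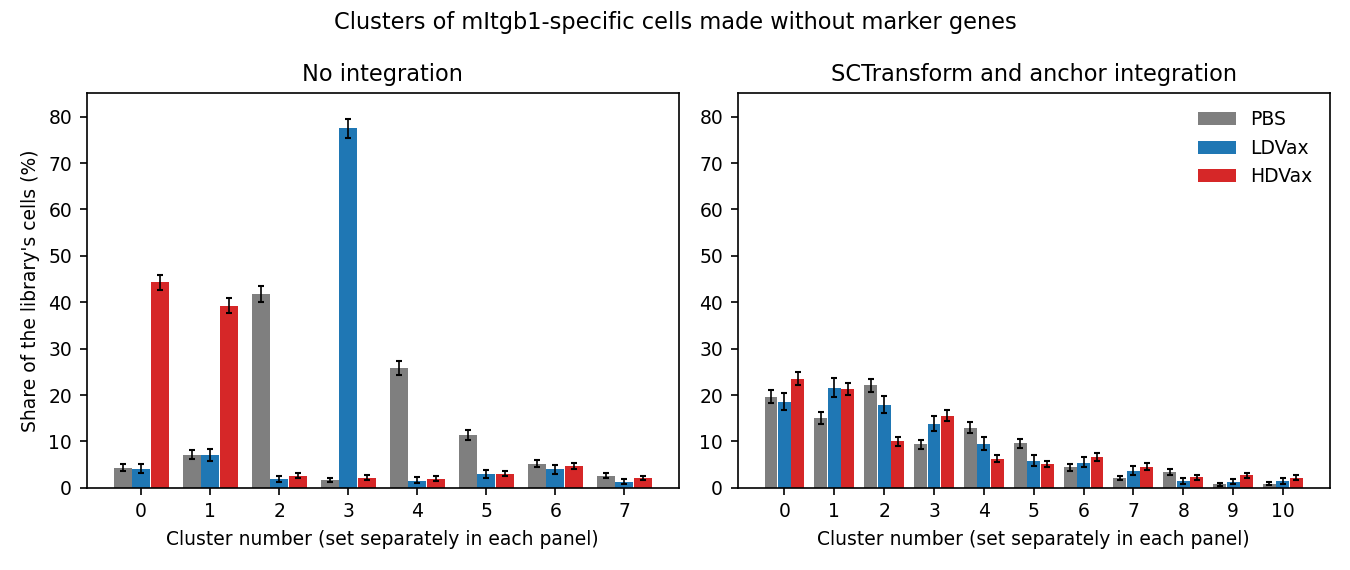
Share of each library's mItgb1-specific cells (%) by cluster, without integration and with Seurat anchor integration, cluster numbers being set separately in each panel. Without integration cluster 3 held 77.5% of LDVax cells and cluster 0 held 44.3% of HDVax cells.

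Clonotype expansion was compared at 1079 cells per library and fraction. The 10 largest clonotypes held 24.0%, 26.2% and 15.7% of mItgb1-specific cells and 4.25%, 18.4% and 4.88% of the total fraction. In 95% of draws the mItgb1-specific share lay between 22.2% and 25.7% in PBS and between 14.5% and 17.0% in HDVax. The LDVax value of the total fraction rested in part on 1 clonotype with 100 of 1319 cells (7.58%), and without it was 12.6%, the largest change under any alternative. The Simpson index of the mItgb1-specific cells was 0.00863, 0.0102 and 0.00360. TRBV5 was the most used segment in every library and fraction, with 65.9% (64.0 to 67.7), 52.5% (49.6 to 55.4) and 53.3% (51.1 to 55.5) of mItgb1-specific cells (45.9%, 58.0% and 45.7% of their clonotypes, with LDVax the highest) and 14.1%, 22.3% (20.2 to 24.5) and 31.3% (29.7 to 33.0) of the total fraction.

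The last comparison asks whether Gzmb/Ccl5 cells share clonotypes with Foxp3 cells, over both fractions. In PBS 41 of 114 Gzmb/Ccl5 cells with a clonotype did (36.0%; 27.2 to 45.5), in LDVax 9 of 219 (4.11%; 1.90 to 7.66) and in HDVax 8 of 631 (1.27%; 0.549 to 2.48). Shuffled class labels gave means of 40.1%, 34.4% and 13.0%, so the observed shares of both vaccinated libraries lay below the shuffled means. The fractions differed in PBS: the share was 35.1% in the total fraction (26 of 74; 24.4 to 47.1; shuffled mean 19.5%) and 27.5% in mItgb1-specific cells (11 of 40; 14.6 to 43.9; shuffled mean 44.2%). Classes by unthinned UMIs moved the LDVax share to 17.2%, with 36 of the 51 cells from 1 clonotype. For Cxcr5/Bcl6 cells in place of Foxp3 cells the shares were 6.14% (7 of 114), 48.4% (106 of 219) and 8.56% (54 of 631), against shuffled means of 27.4%, 32.6% and 7.04%.

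Between libraries, 161 clonotypes with the same TRA and TRB nucleotide sequences were found in both HDVax and PBS, 18 in HDVax and LDVax and 13 in LDVax and PBS. Those of HDVax and PBS covered 12.9% of the HDVax cells and 17.9% of the PBS cells with a clonotype, over both fractions. With TRB amino acid sequences and segments in place of nucleotides the numbers were 304, 143 and 127.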

Values the study reported

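The study reported 11 clusters of mItgb1-specific CD4 T cells in these libraries. It described a 3-fold lower frequency of the follicular helper and of the Treg cluster after either vaccine than after PBS. By protein staining and flow cytometry, it described mItgb1-specific cells positive for both GZMB and CCL5 as 5-fold more frequent in mice given HDVax than in those given LDVax or PBS. Its filter removed cells with fewer than 200 genes.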

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

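Both tests of the non-T barcodes below were set before their result was seen.

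In HDVax, 367 barcodes held more than 5 UMIs of macrophage, B cell, tumour or fibroblast marker genes, against 8 in PBS and 5 in LDVax. That is 3.07% of the HDVax barcodes (2.77 to 3.40), against 0.0758% in PBS and 0.104% in LDVax. These barcodes stand out as a signal of other cells in data left out of the comparisons between treatments. Their median depth was 10946 UMIs, against 2088 for the other HDVax barcodes. Lyz2 stood at 4425 CPM in them and 19.4 in the others, and Sparc at 1633 and 4.56. Apoe reached 676 CPM and Cd79a 0.486, so macrophage and fibroblast or tumour genes were abundant and this B cell gene was not.

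If free RNA in the droplets had put these transcripts into T cells, or if the barcodes were doublets of a T cell and another cell, they would have a TRB chain about as often as the other barcodes. A TRB chain was found in 12.0% of them (44 of 367; 8.85 to 15.8), against 57.4% of the others, which argues against both as the main source. Cd3e stood at 90.8 CPM against 2811, and Trac at 21.2 against 365. The 12.0% that have a chain may be such doublets. Of the barcodes, 45.0% carried neither tag, 37.1% the mItgb1 tag, 8.45% the tag of the total fraction and 9.54% both. Non-T cells that passed the enrichment and sorting of that pool remain a candidate source, and whether HDVax changed the number of such cells in tumours was not tested, since 1 library was made per group. The filter on non-T markers left these barcodes out of the cells compared between treatments, except under the alternative of exactly 1 productive TRB chain.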

How the results depend on the processing

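Every alternative set in advance was run, and the alternative of leaving out cells with a clonotype found in another library was chosen after the results were seen. No paired analysis was possible because the labels give 1 library per group. With no replicates, a value counts as moved when it left the counting interval of the value reported, and as reversed when a ratio whose interval excluded no difference changed direction. For lists the range of the random lists took the place of that interval.

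The ratios of gate shares kept their direction wherever the reported interval excluded 1. Of 81 values of these ratios over 9 alternatives in mItgb1-specific cells, 65 stayed within the interval and 16 moved, and in the total fraction 62 stayed and 19 moved. In mItgb1-specific cells the Gzmb/Ccl5 ratio ranged from 1.63 to 2.56 for HDVax to LDVax, from 5.06 to 12.9 for HDVax to PBS and from 2.10 to 6.18 for LDVax to PBS. The Foxp3 ratio ranged from 0.282 to 0.484 for HDVax to PBS, from 0.247 to 0.445 for LDVax to PBS and from 1.09 to 1.38 for HDVax to LDVax. The Cxcr5/Bcl6 ratio ranged from 0.0865 to 0.402 for HDVax to PBS, from 0.0671 to 0.352 for HDVax to LDVax and from 0.983 to 1.29 for LDVax to PBS. The shares themselves moved more: 31 of 81 values in mItgb1-specific cells and 30 of 81 in the total fraction left their interval.

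Requiring 2 or more UMIs per gene without thinning gave Gzmb/Ccl5 ratios of 1.63 for HDVax to LDVax and 6.30 for HDVax to PBS, and Cxcr5/Bcl6 ratios of 0.0671 for HDVax to LDVax, 0.0865 for HDVax to PBS and 1.29 for LDVax to PBS. No thinning gave 1.77 for Gzmb/Ccl5, HDVax to LDVax, and 0.187 and 0.221 for Cxcr5/Bcl6, HDVax to LDVax and to PBS. By their construction unthinned gates detect fewer transcripts in shallow cells, and the HDVax cells are the shallowest. In the total fraction, where this also holds, the Gzmb/Ccl5 ratios rose without thinning. They went from 2.72 to 2.88 for HDVax to LDVax and from 5.21 to 6.66 for HDVax to PBS. Whether depth lowered the ratios in mItgb1-specific cells was not tested. Thinning to 1000 UMIs gave Gzmb/Ccl5 ratios of 5.06 for HDVax to PBS and 2.38 for LDVax to PBS. Counting every clonotype once gave Gzmb/Ccl5 ratios of 5.38 for HDVax to PBS and 2.10 for LDVax to PBS, and Foxp3 ratios of 0.484 and 0.445. Exactly 1 productive TRB chain in place of the marker gate gave Gzmb/Ccl5 ratios of 12.9 for HDVax to PBS and 6.18 for LDVax to PBS. The last keeps only cells with a chain and so by its construction lowers the PBS share, since 47.3% of the PBS Gzmb/Ccl5 cells had a chain against 83.8% of the other cells. For 1000 UMIs and for every clonotype counted once the cause was not tested. Leaving out cells with a clonotype found in another library gave 2.30, 6.87 and 2.99 for HDVax to LDVax, HDVax to PBS and LDVax to PBS. The alternatives of 500 genes with a mitochondrial share under 5%, doublets kept and the larger scaled tag moved none of the 9 ratios in mItgb1-specific cells.

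The larger scaled tag raised the mItgb1-specific share of assigned cells to 42.8% in HDVax and 41.97% in PBS, and by its construction leaves no cell without a fraction.

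Of 680 values of log2 ratios of named genes under 5 alternatives, 599 stayed within the interval, 80 moved and 1 reversed. The mean over cells gave 52 of the moved values, TMM scaling 14, doublets kept 7, CPM over all genes 4 and the larger scaled tag 3. Under the mean over cells, Lag3 for HDVax over PBS reversed to -0.19, the Treg list for HDVax over LDVax to -0.16 and the genes named by the study for HDVax over PBS to -0.092. The TFH list for HDVax over LDVax moved to -0.19 with no minimum count. These values cover the genes the study discusses in every pair and the genes named by size in the pair that named them. Outside them, Il13 for HDVax over PBS also reversed under the mean over cells, from 0.52 to -1.28. The causes were not tested. Of 198 values for lists, 195 stayed. The genes with the most extreme ratios depended on the minimum count. At a minimum of 50 UMIs the highest 5 kept 0 genes for HDVax over LDVax, 2 for HDVax over PBS and 2 for LDVax over PBS, and the lowest 5 kept 1, 1 and 0. At 500 the highest 5 kept 2, 4 and 5 and the lowest 5 kept 1, 2 and 1.

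Against 8 clusters, there were 6 at resolution 0.3, 11 at resolution 1, 10 with marker genes kept and 11 with Seurat integration. The share of cells in clusters with over 70% from 1 library was 93.0%, 92.9%, 76.1% and 0% in the same order, and under integration the largest share of 1 library in a cluster ranged from 45.8% to 66.9%. Seurat integration also moved the ratio of the Treg-like cluster to 0.533 for HDVax to PBS and 0.602 for LDVax to PBS. Integration aligns the libraries by its construction, so the lack of clusters dominated by 1 library cannot show that the libraries are alike. Shares of integrated clusters could still differ, as for the Treg-like cluster with 9.58%, 5.77% and 5.10% of PBS, LDVax and HDVax cells. Leaving out the largest clonotype lowered the LDVax share of the 10 largest in the total fraction to 12.6%, and the other 17 values for expansion stayed. Classes by unthinned UMIs raised the LDVax share of Gzmb/Ccl5 cells with a clonotype of Foxp3 cells to 17.2%. In the total fraction it went from 5 of 96 cells to 41 of 122, and 36 of the 41 belong to 1 clonotype, whose cells therefore carry the change, and in mItgb1-specific cells from 2.44% to 5.71%. TRB amino acid sequences raised the clonotypes shared between libraries to 143 for HDVax and LDVax, 304 for HDVax and PBS and 127 for LDVax and PBS, a looser match by construction, which ignores the TRA chain.

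Depth limits the shares of all gates. The gates at 2000 UMIs left out 1402 of the HDVax cells against 132 in LDVax.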

Other observations

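The tests of explanations in this part were chosen after the results were seen, except the test on the Treg list, which was set before its value was seen. Of these, the Gzmb/Ccl5 ratio with every clonotype counted once had been planned beforehand, as had the comparison at equal depth.

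PBS and HDVax shared far more clonotypes than the other pairs, although the libraries came from different mice: 161, or 20.5 ppm of the possible pairs of clonotypes, against 5.95 ppm for HDVax with LDVax and 4.21 ppm for LDVax with PBS. Reads assigned to the wrong library would put a clonotype on the same cell barcode in both. PBS and HDVax had 199 barcodes in common, 42 of them with a clonotype in both libraries, and 0 had the same clonotype, which argues against this. Public receptors, made independently in many mice, would share the TRA sequence about as often in every pair. Among TRB sequences shared by PBS and HDVax, 71.6% (151 of 211; 65.0 to 77.5) shared the TRA sequence too, against 26.6% (17 of 64) for HDVax with LDVax and 20.3% (12 of 59) for LDVax with PBS, which argues against public receptors as the main cause. The remaining technical candidate is that cells of one pool were present in the other. Such cells would lie in the clusters of the library they came from. Of the 49 HDVax cells whose clonotype had at least 3 times as many cells in PBS, and 5 or more, 71.4% (35; 56.7 to 83.4) lay in clusters with over 70% PBS cells, against 8.77% of the HDVax cells with a clonotype not found in PBS (122 of 1391). Of the 26 PBS cells whose clonotype was dominant in HDVax in the same way, 96.2% (25) lay in clusters of HDVax, against 7.40% of the PBS cells with a clonotype not found in HDVax (111 of 1499). The limit of 70% was set after the data were seen. At 50% and 60% the values were the same, and at 80% they were 67.3% and 69.2%. This is consistent with a carry-over of cells between both pools, but a state set by the receptor could give the same pattern. The ratio of Gzmb/Ccl5 shares for HDVax to PBS was 6.87 without the cells whose clonotype was found in another library. Cells without a clonotype could not be checked in this way and remain in both shares.

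For the higher share of Gzmb/Ccl5 cells in HDVax than in LDVax, a difference in depth is argued against by the ratio of 2.23 at equal depth. Free RNA would reach all HDVax cells alike. Of the HDVax cells in clusters 2 and 4, which came mostly from PBS, 1.37% passed the gate at 2000 UMIs (2 of 146; 0.166 to 4.86) and 3.77% without thinning (6 of 159; 1.40 to 8.03). The lower bound of the HDVax share minus the upper bound in those cells was 20.4% at 2000 UMIs and 19.6% without thinning. Both lie above the LDVax shares of 12.2% (10.6 to 13.9) and 16.5% (14.8 to 18.3) with nothing taken off. This argues against free RNA that supplied both transcripts as the whole cause. A cell that expresses Gzmb or Ccl5 itself needs only the other transcript from free RNA. The cells of clusters 2 and 4 do not bound that case, so free RNA of a single gene remains open. The Cxcr5/Bcl6 cells of HDVax passed more often (7 of 50; 14.0%). The median depth of the HDVax cells of clusters 2 and 4 was 3954 UMIs, against 2581 in the other clusters. The 10.8% of HDVax non-T barcodes in the gate came at a median of 10152 UMIs, and its source was not tested. A few expanded clonotypes are argued against by the ratio of 2.56 with every clonotype counted once. A difference between library batches cannot be told apart from the treatment, since there was 1 library per group. The dose of the vaccine therefore remains a hypothesis that these libraries cannot test on their own.

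For the sharing of clonotypes between Gzmb/Ccl5 and Foxp3 cells in PBS, Foxp3 transcripts that were missed are a technical candidate. The sharing lay above its shuffled mean in the total fraction only, so the test was made there. If the sharing cells were Foxp3 cells, they would have more UMIs of the Treg list without Foxp3 than the Gzmb/Ccl5 cells that did not share. The ratio was 0.976 (0.826 to 1.15), with 2 of 6 genes higher, so the test did not separate them. Both classes were near the Foxp3 cells, at 2906 and 2977 against 3216 CPM, and 46.2% (12 of 26) and 39.6% (19 of 48) of them had Foxp3 without thinning. Missed Foxp3 thus occurred in both classes, and whether it accounts for the sharing cannot be told from this. In mItgb1-specific cells, where the sharing was below its shuffled mean, 34.4% of the PBS Gzmb/Ccl5 cells (32 of 93) lay in the Treg-like cluster, against 3.63% in LDVax (7 of 193) and 1.59% in HDVax (9 of 566). Treg cells that express Gzmb and Ccl5 in untreated tumours remain open as a biological reading. The PBS share of Gzmb/Ccl5 cells overestimates the cells that lack Foxp3.

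Some large ratios concern genes of other cells, and RNA from other cells was tested for them. For Spp1, higher in HDVax than in LDVax, the Lyz2 level of the HDVax cells accounts for 13.2% of their Spp1 at the ratio seen in the non-T barcodes (Spp1 3255 and Lyz2 4425 CPM there). The filter allows at most 5 UMIs of non-T markers, which limits Lyz2 but not Spp1 in the kept cells. RNA from cells without Lyz2 would also be missed. The test can therefore not decide on this source for the rest. Spp1 also differed between clusters within HDVax, at 371 CPM in cluster 2, 217 in cluster 4, 108 in cluster 0 and 20.1 in cluster 1. Clusters 2 and 4 came mostly from PBS, where Spp1 was higher than in HDVax. The carry-over of PBS cells left open above could therefore account for the values of these 2 clusters. For Angptl2 and Serpinf1, free RNA spread as Lyz2 is would give a ratio between cluster 0 and the other HDVax cells near that of Lyz2, 0.671. Lyz2 itself was uneven over the clusters of the 3 libraries, at 4.41-fold above the other cells in cluster 6 and 2.36-fold in cluster 1. Both genes were left out of the clustering. The smaller of their 2 ratios was 2.05 for Angptl2 (1.66 to 2.56; 73.3 and 35.7 CPM), and that of Serpinf1 was 3.10 (2.21 to 4.42). Both argue against RNA spread as Lyz2 is as the main source. Since Lyz2 was uneven, RNA from other cells that spread in another way is not excluded. Regulation within the T cells is a hypothesis that was not tested further.

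Gzmc and Gzmf were found mostly in PBS. If a few expanded clonotypes carried them, PBS without its 10 largest clonotypes would fall to the HDVax level. Gzmc then stood at 113 CPM in PBS, 49.6 times the 2.28 of HDVax, and Gzmf at 29.8 against 0.427 (69.7 times, on 3 UMIs in HDVax), which argues against this. The 10 largest clonotypes held 23.6% of the PBS cells with a clonotype (535 of 2269), 29.7% of the Gzmc UMIs and 48.3% of the Gzmf UMIs. Reads shared between granzyme paralogs remain open.

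Fewer of the PBS Gzmb/Ccl5 cells had a TRB chain: 47.3% (44 of 93; 36.9 to 57.9), against 83.8% of the other PBS cells. In LDVax the shares were 72.0% and 73.8%, and in HDVax 63.8% and 70.8%. Gamma delta T cells or NK cells are argued against, since the 49 cells without a chain held 0 UMIs of their marker genes, and 47 of Trac, 85 of Trbc2 and 318 of Cd3e. For a difference in depth, the median UMIs of those without a chain were 0.910 times those of Gzmb/Ccl5 cells with a chain (2585 and 2842), a gap too small to decide it. Among cells deep enough for thinning, the PBS Gzmb/Ccl5 cells were shallower than all mItgb1-specific cells, at medians of 2663 and 3942.5 UMIs. These medians were 3853 and 4043 in LDVax, and 2506 and 2635 in HDVax. The gaps in depth and in chains were thus both widest in PBS. The HDVax Gzmb/Ccl5 cells were shallower still, yet 63.8% had a chain, so depth is left open. Of the 49 PBS cells without a chain, 18 lay in cluster 5 and 17 in cluster 0. The cause remains open.

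Some values stand beside those quoted from the study above, with no direction read from them, since rebuilt classes and clusters differ from the study's own. Among mItgb1-specific cells the ratio of Cxcr5/Bcl6 shares was 1.04 for LDVax to PBS and 0.301 for HDVax to PBS. The TFH-like cluster held 25.8%, 1.57% and 1.95% of the mItgb1-specific cells of each library. Under Seurat integration the cluster with the most TFH list genes above the other cells (4 of 8, none among its 10 leading genes) held 22.1%, 17.8% and 10.0%, and the next (3 of 8, with 1 among its leading genes) held 19.6%, 18.6% and 23.6%. The ratio of Gzmb/Ccl5 shares was 2.23 for HDVax to LDVax and 8.03 for HDVax to PBS. Over the alternatives the former ranged from 1.63 to 2.56. The latter ranged from 5.06 at 1000 UMIs to 12.9 with exactly 1 productive TRB chain, and was 5.38 with every clonotype counted once. In the total fraction the ratios were 2.72 for HDVax to LDVax and 5.21 for HDVax to PBS. The value quoted for such cells was measured on protein by flow cytometry and so is another measure.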
